A study of Mus musculus with 15 samples. Its data were reported in "C/EBPα Activates Pre-existing and De Novo Macrophage Enhancers during Induced Pre-B Cell Transdifferentiation and Myelopoiesis" (2015).

How the data were processed

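Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done on C10 cells, which derive from the mouse pre-B cell line HAFTL, for 3 histone marks at 5 times after estradiol: 0, 3, 12, 24 and 48 h post-induction (hpi). The 15 libraries were grouped by mark and time from their GEO labels, with 1 library in each group.

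The authors aligned Illumina reads to the mouse genome build mm9 with Eland or Bowtie, allowing no mismatch, and removed tags without a unique alignment and identical tags. Which aligner was used for which library is not stated. The deposited files hold positions, not counts or normalized values: each line is the chromosome, start and end of 1 aligned tag of 36 bp, without a strand. Counts were therefore made here by counting lines. The deposited files did not follow a single rule on identical tags. H3K27Me3 at 0 and 48 hpi held 1 tag per position, H3K4Me1 at 0 and 48 hpi held positions with more than 2 tags, and the other 11 libraries held at most 2 tags per position. To make them comparable, 1 tag per position was kept in every library. In 3 files, 2 closing lines without a position were dropped.

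The reference used was NCBIM37, which is mm9, with the GENCODE vM1 annotation (37252 genes, 86803 transcription start sites). The build was checked on the tags: 0 of 259404327 tags fell in the 82908 bins of 1000 bp that hold only unknown bases. Chromosomes 1 to 19 and X were used. Chromosome Y, mitochondrial and unplaced tags were left out of all comparisons. C/EBPα, PU.1 and P300 binding, RNA and nucleosome data of the study were not analysed here, and regions were set by H3K27Ac rather than at C/EBPα sites as in the study.

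Choices were fixed before the data were examined, except those named below. As planned for files without strand, a tag was placed at the middle of its interval, 18 bp from its start. Each library was thinned at random to the smallest library of its mark, which left 10.91 M tags for H3K4Me1, 15.22 M for H3K27Ac and 15.34 M for H3K27Me3. Tags were counted in bins of 1000 bp (5000 bp for H3K27Me3). Bins with a tag in at least 1 library counted as mappable. A bin was enriched when its Poisson upper tail over the mean of the mappable bins was below 0.001, which took at least 13 tags for H3K4Me1, 16 for H3K27Ac and 50 for H3K27Me3. Enriched bins with at most 1 bin between them were joined into a region. These settings follow the histone style of HOMER named in the study's methods, but HOMER itself was not used. Regions were compared by an overlap of at least 1 bp.

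An H3K27Ac region was called strong when its highest bin reached 4-fold over the mean, and that bin was its anchor. From enrichment at 0 hpi in the 3000 bp centred on the anchor, strong regions of 48 hpi were called pre-marked (H3K4Me1 and H3K27Ac), H3K4Me1 only, H3K27Ac only or unmarked (neither). Strong 0 hpi regions without an enriched H3K27Ac bin in that window at 48 hpi were called lost. The level of a region is the tags in this window (5000 bp for H3K27Me3) over the genome mean, and a class is summarised by its median. The share of the rise is the median's distance from 0 hpi as a percent of its distance at 48 hpi. A transient rise is a level at 3, 12 or 24 hpi at least 2-fold above both 0 and 48 hpi, with 5 tags added, and a transient fall is the reverse. Libraries were compared over 10 kb bins by Spearman correlation across bins, which are not independent replicates.

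With 1 library per mark and time, no test was run between times. Regions and genes are not replicates, so no p-value is given across them, and the rank-sum statistic of the study's methods is used only as the chance that a pre-marked region exceeds an unmarked region. Shares of tags and of overlapping regions have Wilson 95% intervals, shares of classes have exact binomial intervals and tag counts have exact Poisson intervals. All of these cover counting error only, and PCR copies at different positions are not removed by the filter on positions. Medians have 95% intervals from 1000 resamples of the 20 chromosomes, which describe the spread over the genome of the same libraries. Median tags in the window at unmarked regions were 12 (H3K4Me1) and 10 (H3K27Ac) at 0 hpi, so medians move in steps of a tag and small differences at 0 and 3 hpi are coarse.

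Calls, classes, medians and transient counts were tested on simulated data with 2639024 bins and planted regions of 3 bins. With flat regions, which were simulated first, at least 99.8% of each planted class were found, but medians read up to 27.8% low, because the highest bin of a flat region can lie at its edge. The method was kept as planned, and a shape highest in the middle was then simulated. There, at least 99.6% of each planted class were found and medians lay within 3.70% of the planted level. Levels of flat-topped regions therefore read low here. Of 300 planted transient rises, 300 were found with either shape. Planted unmarked regions had more H3K27Ac at 48 hpi than unmarked regions of the data, whose median was 4.18. All planted regions lay on an even background. Recovery of regions near the cut-offs was therefore not tested.

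Named regions were chosen by a rule fixed beforehand: the 3 unmarked regions with the largest rise in H3K27Ac from 0 to 48 hpi and the 3 lost regions with the largest fall, by the ratio of tags + 5. The named genes are 17 that the study's results give as enhancer examples, 7 B cell genes and 3 genes that every cell uses, with 7 distal windows at distances stated in the study's text. Of these, the text names those with H3K27Ac at least 2-fold up or down. Each window of 3000 bp is centred on the start of the protein-coding transcript with the lowest number, or on the stated distance from it. A planned locus is not reported here and was left out of its list. PU.1 is listed as Sfpi1 in the annotation. Each list's median change was ranked among the medians of 10000 random lists of protein-coding gene starts matched on mean H3K27Ac.

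The alternatives were all tags without thinning, a Poisson threshold of 1e-06, a shifted bin grid, a minimum of 8-fold or no minimum for strong regions, a background from the surrounding 50 kb, a stricter overlap, scaling by background bins or by bins enriched at all 5 times, the highest 100 bp bin of the average profile over 6000 bp, classes and values from separate random parts of the tags, only regions with H3K4Me1 at 48 hpi, a mean without the highest 1%, 50 kb bins or a Pearson correlation for similarity, and 6 kb windows for named loci. After the data were seen, 3 more were added: the tags as deposited, only regions over 2500 bp from every start site, and equal depths for H3K4Me1 and H3K27Ac. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, PyArrow 21.0.0 and matplotlib 3.10.9 was used, with fixed random seeds.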

Results

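The data are 15 ChIP-seq libraries from C10 cells, a mouse pre-B cell line that carries an estrogen-inducible C/EBPα and becomes macrophage-like after estradiol is added. H3K4Me1, a mark of poised and active enhancers, H3K27Ac, a mark of active regions, and H3K27Me3, a mark of repressed regions, were each mapped at 0, 3, 12, 24 and 48 h post-induction (hpi). There was 1 library per mark and time, so there were no replicates and no difference between times could be set against replicate error. In the order of these times, the deposited files held 14.39, 17.85, 16.77, 12.66 and 11.04 M tags for H3K4Me1. They held 15.93, 18.37, 16.98, 18.56 and 16.99 M for H3K27Ac, and 31.56, 18.22, 18.97, 21.06 and 15.36 M for H3K27Me3. The values below come from libraries thinned to equal depth within each mark, with coordinates in mm9. Exceptions are the counts over the heavy chain segment and its flanks, on chromosome Y and of repeated positions, which use libraries before thinning.

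Libraries were compared over 253286 bins of 10 kb. Spearman correlations across these bins were 0.930 to 0.952 within H3K27Me3, 0.848 to 0.902 within H3K4Me1 and 0.783 to 0.848 within H3K27Ac. H3K27Me3 libraries had correlations of at most 0.380 with the other marks, while H3K4Me1 and H3K27Ac libraries had 0.766 to 0.858 with each other. The lowest value within H3K27Ac was between 3 and 24 hpi, but which pair was lowest depended on the measure. It was 3 and 48 hpi with 50 kb bins (0.888), the alternative that moved these values most, and 0 and 48 hpi with Pearson correlations (0.859). The 0 hpi library had 0.840 with 12 hpi and 0.805 with 3 hpi, an order that Pearson correlations reversed (0.905 and 0.913). The H3K27Ac libraries also differed in a segment of a single locus. At 0 and 3 hpi they held 523 and 438 tags in 90 kb of the immunoglobulin heavy chain locus (chromosome 12, 114685001 to 114775000), where the other 13 libraries held 23 tags together. This limits every comparison of H3K27Ac at 0 or 3 hpi with a later time.

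Enriched regions were called in each library on its own. H3K4Me1 regions numbered 49460 at 0 hpi and 58031 at 48 hpi, covering 191 and 234 Mb. For H3K27Ac there were 29905 regions at 0 hpi, 30584 at 3 hpi, 33377 at 12 hpi, 36404 at 24 hpi and 42095 at 48 hpi. The length they covered was 115 Mb at 0 hpi and 169.5 Mb at 48 hpi. H3K27Me3 regions numbered 19030 at 0 hpi and 17702 at 48 hpi, over 485 and 504 Mb. The share of H3K27Ac tags in enriched bins was 69.5% at 0 hpi, 63.2% at 3 hpi, 66.5% at 12 hpi, 78.1% at 24 hpi and 69.5% at 48 hpi, each with a Wilson interval narrower than its last digit. The alternative that moved the H3K27Ac count at 48 hpi most was a local background, which gave 35181 regions.

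To ask which regions were active before induction, H3K27Ac regions of 0 and 48 hpi were overlapped. Of the 42095 regions at 48 hpi, 18284 had no 0 hpi region. Of the 29905 regions at 0 hpi, 5417 had no 48 hpi region. With a local background the former number was 13531.

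The study divided prospective enhancers into those marked in pre-B cells and those that arise de novo. As a counterpart, the 30047 strong H3K27Ac regions of 48 hpi were classed by their marks at 0 hpi. Pre-marked regions, with both H3K4Me1 and H3K27Ac, made up 19397 (64.6%, exact 95% interval 64.0 to 65.1). Unmarked regions, with neither mark, made up 6302 (21%, 20.5 to 21.4). H3K4Me1 alone was found at 3427 (11.4%) and H3K27Ac alone at 921 (3.07%, 2.87 to 3.27). Within 2500 bp of an annotated start site lay 44.9% of pre-marked, 12.3% of unmarked, 13.2% of H3K4Me1 only and 70.1% of H3K27Ac only regions. The number of unmarked regions depended most on the fold minimum and was 12597 without it and 2671 at 8-fold.

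Levels at unmarked regions rose in both active marks. Median H3K4Me1 was 0.897-fold of the genome mean at 0 hpi, 0.972 at 3 hpi, 1.87 at 12 hpi, 3.74 at 24 hpi and 5.46 at 48 hpi (chromosome interval 5.31 to 5.61). Median H3K27Ac was 0.536 at 0 hpi, 0.804 at 3 hpi, 1.45 at 12 hpi, 2.52 at 24 hpi and 4.18 at 48 hpi (4.13 to 4.29). Because these regions were chosen for strong H3K27Ac at 48 hpi and its absence at 0 hpi, a rise in this mark is built into the class. From 0 to 48 hpi the log2 change was 2.60 for H3K4Me1 and 2.96 for H3K27Ac, and the latter moved most with a minimum of 8-fold, to 4.12. Pre-marked regions moved less. Their median H3K27Ac was 11.5 at 0 hpi, 10.5 at 3 hpi, 10.7 at 12 hpi, 11.2 at 24 hpi and 9.01 at 48 hpi, a log2 change of -0.36 over the course. Their median H3K4Me1 was 5.91 at 0 hpi, 6.88 at 3 hpi, 6.73 at 12 hpi, 5.83 at 24 hpi and 5.31 at 48 hpi, a change of -0.15, and it lay above 0 hpi on 20 of 20 chromosomes at 3 and 12 hpi. Both directions at 48 hpi depended on the scaling: H3K27Ac changed by 0.10 when libraries were scaled by bins enriched at all 5 times, and H3K4Me1 by 0.74 when they were scaled by background bins. So did the times between. At 24 hpi H3K27Ac had changed by 0.85 when scaled by background bins, and H3K4Me1 at 12 hpi by -0.034 when scaled by bins enriched at all 5 times, against 0.19 by total tags. A pre-marked region exceeded an unmarked region in H3K27Ac in 99.9% of pairs at 0 hpi and 70.6% at 48 hpi, and in H3K4Me1 in 99.7% and 50.0%. The values at 0 hpi, and the low start of both marks at unmarked regions, are fixed by how the classes were made.

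**Figure D1:**
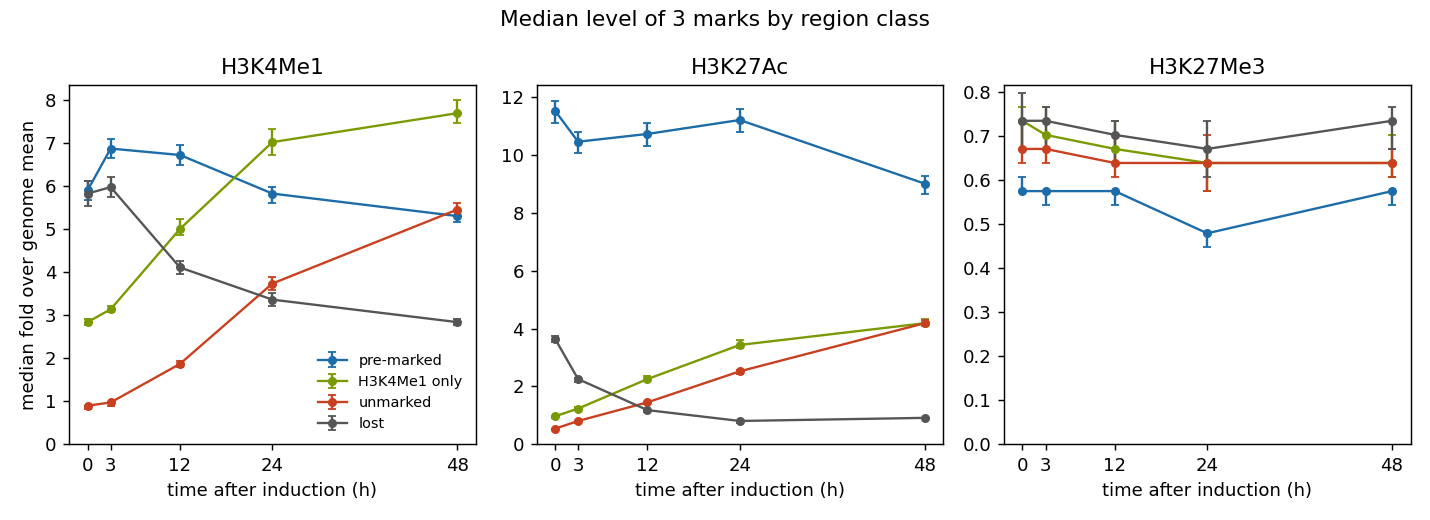
Median level (fold over the genome mean) of each mark against time after induction in hours, for 4 classes of regions, with bars showing the 95% interval over chromosomes. At unmarked regions H3K4Me1 goes from 0.897 to 5.46 and H3K27Ac from 0.536 to 4.18, while at lost regions H3K27Ac goes from 3.65 to 0.912.

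The order of the marks at unmarked regions was compared by the share of the rise reached at each time. At 3 hpi, H3K4Me1 had reached 1.64% of its rise (0 to 3.28) and H3K27Ac 7.35% (5.80 to 7.46), a difference of -5.71 percentage points (-7.46 to -2.66). At 12 hpi the shares were 21.3% and 25%, and at 24 hpi 62.3% and 54.4%. None of these orders held under every alternative. With scaling by background bins, H3K4Me1 was ahead by 2.95 points at 3 hpi and by 6.86 at 12 hpi, and the difference at 24 hpi was -28.6. By the earliest time of enrichment, H3K4Me1 came before H3K27Ac at 2016 regions (32.0%), both came at the same time at 3264 (51.8%), and H3K27Ac came before H3K4Me1 at 1022 (16.2%). The last number includes 332 regions at which H3K4Me1 was not enriched at any time. With no fold minimum these numbers were 4206, 4890 and 3501. The marks did not start equally far from their cut-offs. At 0 hpi the median was 0.897 for H3K4Me1, which needed 13 tags over a mean of 4.46 per bin. For H3K27Ac it was 0.536, with 16 tags needed over a mean of 6.22. H3K4Me1 can therefore cross first without a difference in timing.

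**Figure D2:**
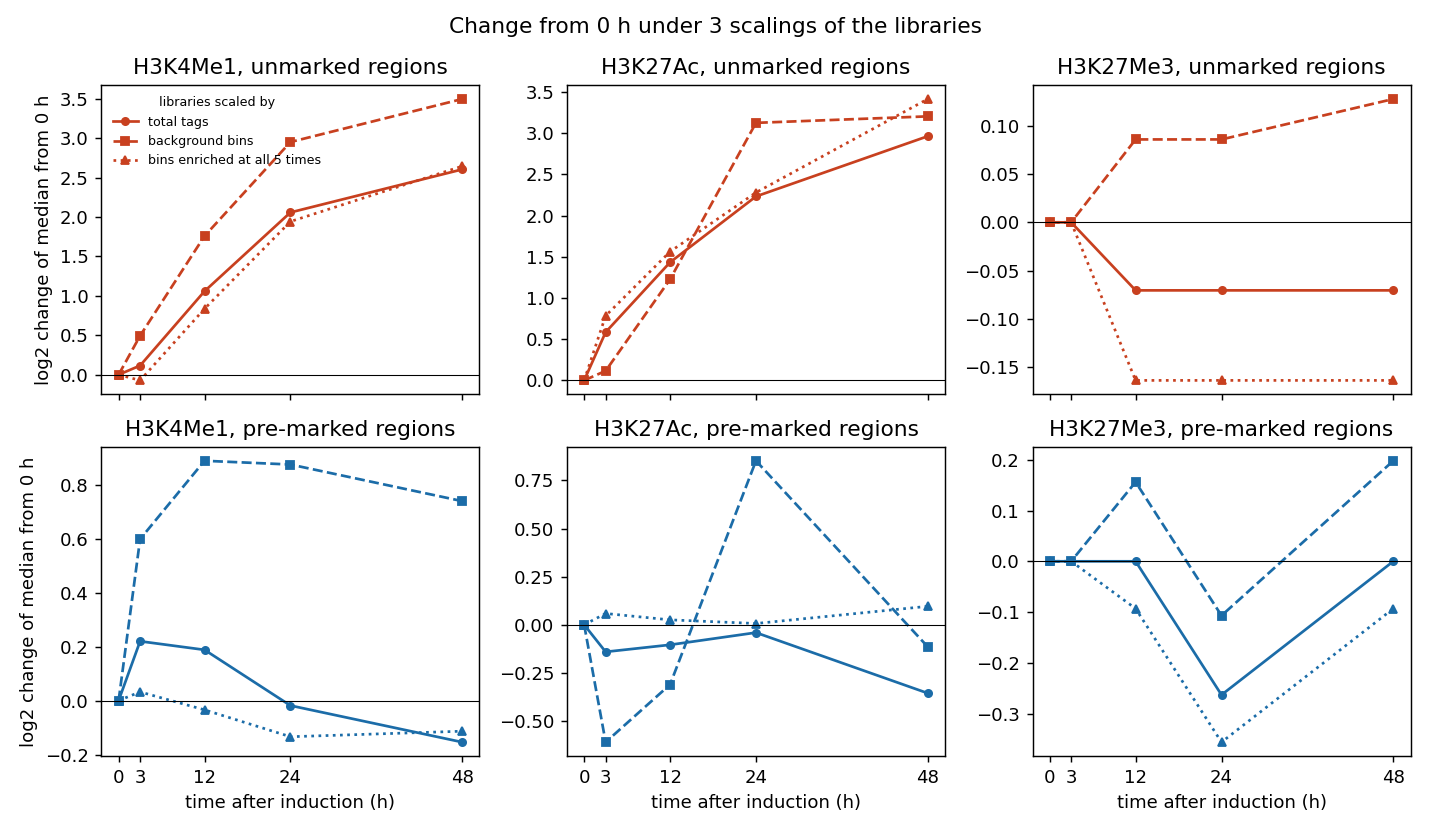
Log2 change of the median from 0 hpi against time after induction in hours, for each mark at unmarked and pre-marked regions, with libraries scaled by total tags, by background bins or by bins enriched at all 5 times. H3K4Me1 at pre-marked regions at 48 hpi is -0.15 by total tags and 0.74 by background bins, and H3K27Ac there is -0.36 by total tags and 0.10 by bins enriched at all 5 times.

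H3K27Me3 was compared between the classes and over time. Unmarked regions lay in H3K27Me3 regions in 23.4% of cases at 0 hpi (22.4 to 24.5) and in 28.6% at 48 hpi (27.5 to 29.7). For pre-marked regions the shares were 11.7% (11.2 to 12.1) and 13% (12.6 to 13.5). H3K4Me1 only regions had the highest share at 0 hpi, 26.1% (24.6 to 27.6), and 27.7% (26.2 to 29.3) at 48 hpi, and H3K27Ac only regions had 9.34% (7.54 to 11.4) and 10.6% (8.72 to 12.8). Of the mappable genome 19.3% and 20.1% lay in such regions. The change at unmarked regions was 5.14 points, and it moved most with a local background, to 0.388 points (5.14% at 0 hpi and 5.53% at 48 hpi). The median H3K27Me3 level at unmarked regions was 0.670 at 0 hpi and 0.638 at 48 hpi, a difference of 1 tag in the window, and lay below the median of the mappable genome, 0.787 and 0.688. This log2 change of -0.070 had an interval of -0.14 to 0 and had no fixed direction, since it was 0.13 when scaled by background bins. Among 10000 random sets of strong regions of the same size, the median of unmarked regions lay at percentile 100 at 0 and 48 hpi, as did that of H3K4Me1 only regions among sets of their own size.

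In the opposite direction, 2626 of 23812 strong H3K27Ac regions of 0 hpi (11%, 10.6 to 11.4) were lost at 48 hpi. Their median H3K27Ac was 3.65 at 0 hpi, 2.25 at 3 hpi, 1.18 at 12 hpi, 0.804 at 24 hpi and 0.912 at 48 hpi, and it lay below 0 hpi on 20 of 20 chromosomes at each later time. A fall at 48 hpi is built into this class. Their median H3K4Me1 was 5.83 at 0 hpi, 5.98 at 3 hpi and 2.84 at 48 hpi, a log2 change of -1.04 that was -0.14 when scaled by background bins. At 3, 12 and 24 hpi the changes were 0.037, -0.50 and -0.79 by total tags. By background bins they were 0.42, 0.20 and 0.10, so the fall before 48 hpi depended on the scaling. Without a fold minimum there were 5314 lost regions.

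The study describes a mostly transient hyper-activation of its pre-existing enhancers, judged by P300 and H3K27Ac at C/EBPα sites. The counts below apply a 2-fold rule to H3K27Ac regions instead, so they do not test that statement. Of the 19397 pre-marked regions, 528 had an H3K27Ac level at 3, 12 or 24 hpi at least 2-fold above both ends of the course, and 1112 had a level at least 2-fold below both. Of the 33909 regions strong at any time, 1734 rose and 1509 fell in this way. These counts depended on the scaling: by background bins, pre-marked regions gave 3738 rises and 2740 falls, and by bins enriched at all 5 times 311 and 1261. The latter scaling also turned the order among regions strong at any time, to 1241 rises and 2032 falls.

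The 3 unmarked regions with the largest rise in H3K27Ac lay between annotated genes. At chromosome 10, 53003001 to 53006000, 52991 bp upstream of the start of Pln, there was 1 tag at 0 hpi (exact Poisson interval 0.0253 to 5.57), 212 at 3 hpi and 944 at 48 hpi (885 to 1006). At chromosome 3, 133287001 to 133290000, 136866 bp upstream of Tet2, there were 3 tags at 0 hpi (0.619 to 8.77), 313 at 3 hpi and 992 at 48 hpi (931 to 1056). At chromosome 17, 18007001 to 18010000, 12403 bp downstream of the start of Fpr1, there were 2 tags at 0 hpi (0.242 to 7.22), 11 at 3 hpi and 810 at 48 hpi (755 to 868). Of the 3 lost regions with the largest fall, chromosome 11, 71898001 to 71901000, in an intron of Pitpnm3, went from 366 tags (329 to 405) to 4 (1.09 to 10.2). Chromosome 11, 93090001 to 93093000, in an intron of Car10, went from 385 (347 to 425) to 6 (2.20 to 13.1). Chromosome 12, 114719001 to 114722000, 7255 bp upstream of the start of Adam6b, went from 176 (151 to 204) to 0 (0 to 3.69). It lies in the heavy chain segment named above, and no library of the other marks held a tag there.

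The study gives a list of genes as examples of its enhancers. At the starts of these 17 genes, H3K27Ac was at least 2-fold higher at 48 hpi at 8 and changed less at 9. The log2 changes were 5.14 at Il1b (20 to 877 tags), 5.04 at Cd14 (34 to 1281), 4.23 at Mmp12 (8 to 239), 2.22 at Csf1r, 1.95 at Nfe2, 1.68 at Ctsd, 1.32 at Fgd4 and 1.24 at Tyrobp. The value at Fgd4 rests on 3 and 15 tags and has a counting interval of 0.50 to 4.75. Of 7 distal windows, 4 rose. Tlr4 +24 kb, in an intron of Tlr4 at chromosome 4, 66511118 to 66514117, went from 6 to 793 tags (log2 change 6.18), and Ctsd -16 kb went from 9 to 649 (5.55). Cebpb +65 kb changed by 3.10 and Csf1r +3 kb by 1.87. Tgfbr2 -150 kb fell by 1.48, from 820 to 290 tags, and the other two changed less than 2-fold. At the starts of the 7 B cell genes H3K27Ac was at least 2-fold lower at 7: the log2 change was -1.95 at Pax5, -1.92 at Cd79a, -1.83 at Vpreb1, -1.75 at Igll1, -1.50 at Blnk, -1.30 at Ebf1 and -1.25 at Cd79b. The 3 genes that every cell uses changed less than 2-fold.

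Over 22202 protein-coding gene starts the median log2 change was -0.14, and scaling adds 0.24 (background bins) or 0.45 (bins enriched at all 5 times) to every locus at 48 hpi. Single loci moved most with 6 kb windows, which put Ctsd at 2.84. With bins enriched at all 5 times, Ebf1 became -0.86 and Cd79b -0.81, which left 5 B cell genes at least 2-fold lower, with all 7 still below 0. Either scaling put 10 example genes at least 2-fold higher. The median change was 0.88 in the example list, -1.75 in the B cell list and -0.40 in the list of every cell. Among 10000 random lists matched on mean H3K27Ac, these lay at percentiles 100, 0 and 44.8. The example genes were taken from the study's own text on the same cells, so that list is not independent evidence.

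**Figure D3:**
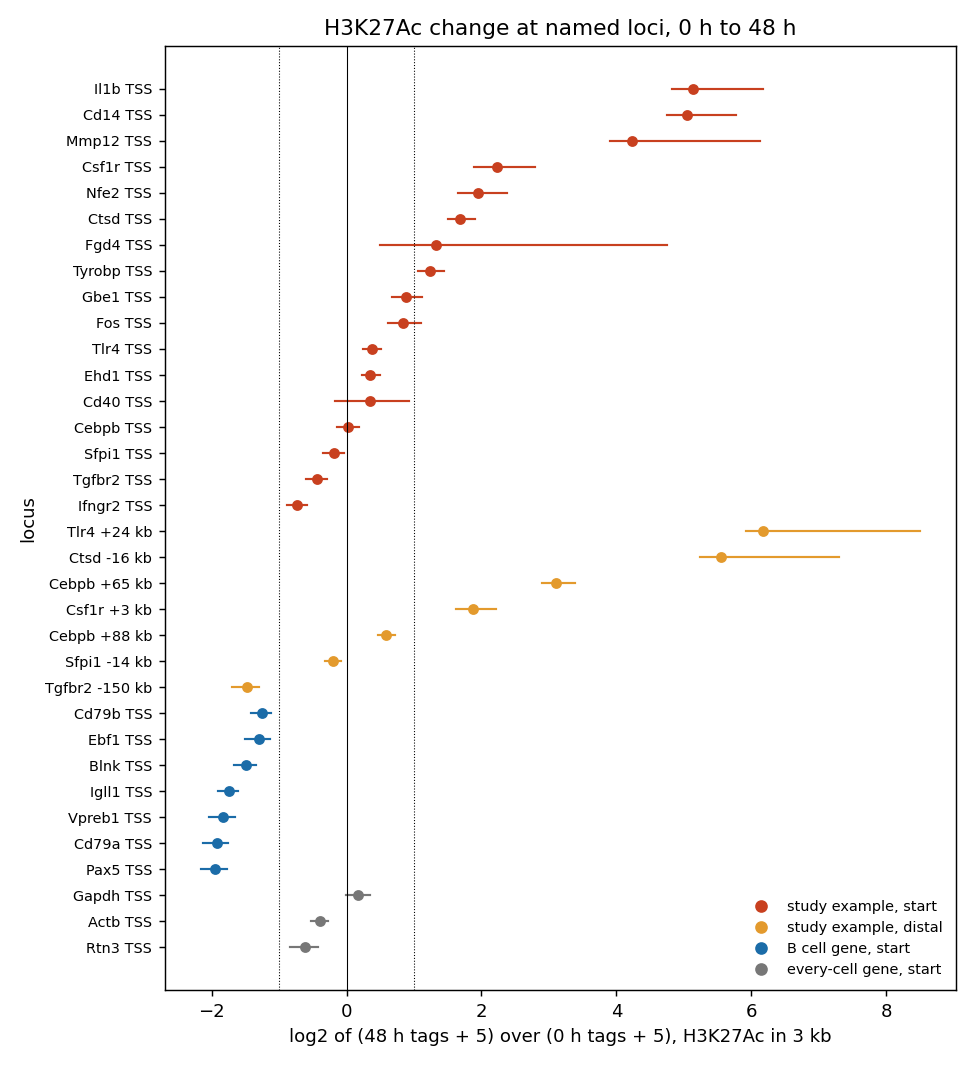
Log2 ratio of H3K27Ac tags (+ 5) at 48 hpi over 0 hpi in 3 kb at each named locus, by list, with lines for the exact 95% counting interval of the ratio of tags and dotted lines at 2-fold. The 7 B cell genes lie between -1.95 and -1.25, and Tlr4 +24 kb is highest at 6.18.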

Values the study reported

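The study reported 10849 sites that C/EBPα bound stably up to 48 hpi, and set its enhancer classes at such sites. Of its pre-existing enhancers, 73% were paired with active promoters. For its de novo enhancers this share was 36%.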

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

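The alternative with tags as deposited was chosen only after the data were seen. The tests of chromosome Y tags and of repeated positions were not in the plan fixed beforehand either, since both patterns were found in the files.

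Tags on chromosome Y were seen in data that no comparison used. The lowest number in a library was 565 distinct positions (H3K4Me1 at 24 hpi), above the 3 tags that a count of 0 allows. If a few repeated or misaligned stretches held these tags, they would fill few bins. In the 5 H3K27Me3 libraries, 9682 tags lay in 53.4% of the 2700 sequenced bins of 1 kb, and the 10 fullest bins held 4.5% of them, which argues against a few stretches as the source in this mark. In H3K27Ac libraries the 10 fullest bins held more, 42.2% to 52.0%. The tags may come from a chromosome Y in these cells, or from low levels of misplaced reads spread widely, which was not tested. The labels give no sex for the line, and no biological explanation was tested.

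Positions with more than 2 tags were present in H3K4Me1 at 0 hpi (13096) and at 48 hpi (6760) and in 0 of the positions of the other 13 libraries. Collapsed repeats of the genome would put them at the same places in both. Of the 6760 positions, 213 (3.15%) were shared, which argues against repeats as the main source, and 95.9% of those at 0 hpi lay in H3K4Me1 regions. A candidate explanation is that the authors' removal of identical tags differed between libraries, which the files cannot settle. The design gives no biological explanation. Keeping the tags as deposited moved 1 of 70 values beyond their interval.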

How the results depend on the processing

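The tests of equal depths, of distal regions alone and of tags as deposited were chosen only after the data were seen. In all, 75 results were recomputed under 19 alternatives, each where it applied, which gave 644 values. Of these, 419 stayed within the 95% interval of the main value (or, for counts and correlations, within 1.5 times), 214 moved further than that, and 11 reversed. No paired analysis was possible because each mark and time had 1 library. A shifted bin grid moved 0 of 45 values and the stricter overlap 0 of 2. For 50 kb bins and the Pearson correlation, the limit of 1.5 times says nothing about stability, since most correlations could not rise past it, and both changed which H3K27Ac libraries were least alike. Tags as deposited moved 1 of 70 and 6 kb windows 7 of 25, all at single loci. The intervals hold counting error or the spread over chromosomes only. The values below are those outside them, for the numbers of regions, the log2 change from 0 to 48 hpi, the percent of the rise at unmarked regions reached at a time with its difference (H3K4Me1 minus H3K27Ac, in percentage points), the shares of regions in H3K27Me3 regions and the transient changes. The cause was not tested unless it is named.

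The total number of tags cannot decide between scalings, of which bins enriched at all 5 times are called constantly enriched here. Under scaling by background bins, log2 changes were 0.74 (H3K4Me1), -0.11 (H3K27Ac) and 0.20 (H3K27Me3) at pre-marked regions, 3.50 (H3K4Me1), 3.20 (H3K27Ac) and 0.13 (H3K27Me3) at unmarked regions and -0.14 (H3K4Me1), -1.76 (H3K27Ac) and 0.20 (H3K27Me3) at lost regions. For scaling by background bins, H3K4Me1 had reached 3.97% at 3 hpi and 65.4% at 24 hpi, H3K27Ac had reached 1.01% at 3 hpi, 16.3% at 12 hpi and 94.0% at 24 hpi, and the difference between the marks was 2.95 at 3 hpi, 6.86 at 12 hpi and -28.6 at 24 hpi. Transient changes with scaling by background bins numbered 3738 rises and 2740 falls at pre-marked regions and 6089 rises and 3344 falls at all strong regions. Under scaling by constantly enriched bins, log2 changes were -0.11 (H3K4Me1), 0.10 (H3K27Ac) and -0.093 (H3K27Me3) at pre-marked regions, 3.42 (H3K27Ac) and -0.16 (H3K27Me3) at unmarked regions and -1.55 (H3K27Ac) and -0.093 (H3K27Me3) at lost regions. For scaling by constantly enriched bins, H3K4Me1 had reached -0.928% at 3 hpi, 14.9% at 12 hpi and 54.1% at 24 hpi, H3K27Ac had reached 7.47% at 3 hpi, 20.2% at 12 hpi and 39.9% at 24 hpi, and the difference between the marks was -8.40 at 3 hpi, -5.27 at 12 hpi and 14.2 at 24 hpi. Transient changes with scaling by constantly enriched bins numbered 311 rises at pre-marked regions. A factor for each library is what separates these settings, so the moves follow from the factors: at 48 hpi the background factor was 1.86 for H3K4Me1, 1.18 for H3K27Ac and 1.15 for H3K27Me3, and the other factor 1.03, 1.37 and 0.938. Background medians rest on few tags per 10 kb, so their factors are coarse.

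The fold minimum sets how many regions enter, which by construction changes the counts. With the minimum of 8-fold, there were 1444 H3K4Me1 only, 2671 unmarked and 925 lost regions, and H3K4Me1 came earlier at 680, H3K27Ac came earlier at 340 and both came together at 1651 unmarked regions. Under the minimum of 8-fold, log2 changes were -0.26 (H3K27Ac) at pre-marked regions, 3.31 (H3K4Me1) and 4.12 (H3K27Ac) at unmarked regions and -1.20 (H3K4Me1) and -2.87 (H3K27Ac) at lost regions. For the minimum of 8-fold, H3K4Me1 had reached 29.6% at 12 hpi and 69.4% at 24 hpi, H3K27Ac had reached 4.73% at 3 hpi, 21.6% at 12 hpi and 64.9% at 24 hpi, and the difference between the marks was -1.67 at 3 hpi, 7.97 at 12 hpi and 4.52 at 24 hpi. The minimum of 8-fold gave shares in H3K27Me3 regions of 10.0% at 0 hpi and 11.3% at 48 hpi (pre-marked), 27% at 0 hpi and 32.1% at 48 hpi (unmarked) and 14.6% at 0 hpi and 14.6% at 48 hpi (lost). Transient changes with the minimum of 8-fold numbered 327 rises and 720 falls at pre-marked regions and 1139 rises and 921 falls at all strong regions. With no fold minimum, there were 6126 H3K4Me1 only, 12597 unmarked and 5314 lost regions, and H3K4Me1 came earlier at 4206 and H3K27Ac came earlier at 3501 unmarked regions. Under no fold minimum, log2 changes were -0.20 (H3K4Me1) and -0.40 (H3K27Ac) at pre-marked regions, 1.97 (H3K4Me1) and 2.06 (H3K27Ac) at unmarked regions and -0.84 (H3K4Me1) and -1.34 (H3K27Ac) at lost regions. For no fold minimum, H3K4Me1 had reached -2.86% at 3 hpi, 14.3% at 12 hpi and 54.3% at 24 hpi, H3K27Ac had reached 8.57% at 3 hpi, 31.4% at 12 hpi and 48.6% at 24 hpi, and the difference between the marks was -11.4 at 3 hpi, -17.1 at 12 hpi and 5.71 at 24 hpi. No fold minimum gave shares in H3K27Me3 regions of 12.5% at 0 hpi and 14.0% at 48 hpi (pre-marked) and 19.6% at 0 hpi and 24.4% at 48 hpi (unmarked). For the levels and shares among these values, the cause was not tested.

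With the threshold of 1e-06, there were 2117 H3K27Ac only and 4117 lost regions, and H3K27Ac came earlier at 1898 unmarked regions. Under the threshold of 1e-06, log2 changes were -0.21 (H3K4Me1) and -0.43 (H3K27Ac) at pre-marked regions, 2.34 (H3K4Me1) and 2.68 (H3K27Ac) at unmarked regions and -0.90 (H3K4Me1) and -1.69 (H3K27Ac) at lost regions. For the threshold of 1e-06, H3K4Me1 had reached 24.6% at 12 hpi and 65.6% at 24 hpi, and H3K27Ac had reached 7.69% at 3 hpi, 27.7% at 12 hpi and 56.9% at 24 hpi. The threshold of 1e-06 gave shares in H3K27Me3 regions of 6.32% at 0 hpi and 7.61% at 48 hpi (pre-marked), 14.4% at 0 hpi and 20.4% at 48 hpi (unmarked) and 11.1% at 0 hpi and 12.9% at 48 hpi (lost). With the local background, there were 2958 H3K27Ac only and 4036 lost regions. Under the local background, log2 changes were -0.23 (H3K4Me1) at pre-marked regions and -0.83 (H3K4Me1) and -1.90 (H3K27Ac) at lost regions. For the local background, H3K4Me1 had reached 3.85% at 3 hpi, 30.8% at 12 hpi and 71.8% at 24 hpi, H3K27Ac had reached 62.0% at 24 hpi, and the difference between the marks was 4.68 at 12 hpi. The local background gave shares in H3K27Me3 regions of 2.98% at 0 hpi and 3.11% at 48 hpi (pre-marked), 5.14% at 0 hpi and 5.53% at 48 hpi (unmarked) and 3.15% at 0 hpi and 4.01% at 48 hpi (lost), a change of 0.388 points at unmarked regions. For the values of both settings, the cause was not tested.

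Under the highest profile bin, log2 changes were -0.22 (H3K27Ac) at pre-marked regions, 2.93 (H3K4Me1) and 4.06 (H3K27Ac) at unmarked regions and -0.90 (H3K4Me1) and -2.74 (H3K27Ac) at lost regions. For the highest profile bin, H3K4Me1 had reached 7.60% at 3 hpi, 46.4% at 12 hpi and 78.9% at 24 hpi, H3K27Ac had reached 7.69% at 3 hpi, 30.1% at 12 hpi and 71.1% at 24 hpi, and the difference between the marks was -0.0918 at 3 hpi and 16.2 at 12 hpi. Under trimmed means, log2 changes were -0.32 (H3K27Ac) at pre-marked regions, 2.78 (H3K4Me1), 3.52 (H3K27Ac) and 0.13 (H3K27Me3) at unmarked regions and -2.42 (H3K27Ac) and 0.054 (H3K27Me3) at lost regions. For trimmed means, H3K4Me1 had reached 5.05% at 3 hpi, 38.5% at 12 hpi and 73.1% at 24 hpi, H3K27Ac had reached 7.98% at 3 hpi, 30.5% at 12 hpi and 68.2% at 24 hpi, and the difference between the marks was 8.03 at 12 hpi and 4.88 at 24 hpi. With separate parts of the tags, there were 1840 H3K27Ac only and 4036 lost regions, and H3K27Ac came earlier at 1826 unmarked regions. Under separate parts of the tags, log2 changes were -0.18 (H3K4Me1) and -0.42 (H3K27Ac) at pre-marked regions, 2.36 (H3K4Me1) and 2.62 (H3K27Ac) at unmarked regions and -0.89 (H3K4Me1) and -1.67 (H3K27Ac) at lost regions. For separate parts of the tags, H3K4Me1 had reached -0.0123% at 3 hpi, 24.1% at 12 hpi and 65.5% at 24 hpi. Separate parts of the tags gave shares in H3K27Me3 regions of 7.25% at 0 hpi and 8.49% at 48 hpi (pre-marked), 16.0% at 0 hpi and 21.2% at 48 hpi (unmarked) and 12.0% at 0 hpi and 13.9% at 48 hpi (lost). For these settings, the cause was not tested.

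Under all tags without thinning, the log2 change was 0.0091 (H3K27Me3) at lost regions. All tags without thinning gave shares in H3K27Me3 regions of 14.8% at 0 hpi (pre-marked), 27.3% at 0 hpi (unmarked) and 23.4% at 0 hpi (lost), a change of 1.42 points at unmarked regions. H3K27Me3 at 0 hpi had the most tags (31.54 M positions), and without thinning its regions are called at that depth. With the regions that held H3K4Me1 at 48 hpi, there were 337 H3K27Ac only regions, and H3K27Ac came earlier at 677 unmarked regions. Under the regions that held H3K4Me1 at 48 hpi, the log2 change was -0.94 (H3K4Me1) at lost regions. The regions that held H3K4Me1 at 48 hpi gave shares in H3K27Me3 regions of 20.4% at 0 hpi and 20.4% at 48 hpi (lost). With distal regions alone, there were 10680 pre-marked and 275 H3K27Ac only regions. Under distal regions alone, the log2 change was -0.11 (H3K4Me1) at pre-marked regions. Distal regions alone gave shares in H3K27Me3 regions of 10.4% at 0 hpi and 11.8% at 48 hpi (pre-marked) and 17.0% at 0 hpi and 16.1% at 48 hpi (lost). Under equal depths, log2 changes were 2.54 (H3K4Me1) at unmarked regions and -0.93 (H3K4Me1) and -1.88 (H3K27Ac) at lost regions. For equal depths, H3K27Ac had reached 8.51% at 3 hpi. Fewer regions enter in the restricted sets by construction, and for the other values the cause was not tested.

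H3K4Me1 rose at unmarked regions, with log2 changes from 1.97 to 3.50, and fell at lost regions, from -1.20 to -0.14, in every alternative run on them. The classes require H3K4Me1 to be unenriched at unmarked regions at 0 hpi, so part of that rise is built in. The rise of H3K27Ac at unmarked regions (2.06 to 4.12) and its fall at lost regions (-2.87 to -1.34) are fixed by how the classes were made, so that they kept their direction says nothing about stability and only their size could vary. Directions that did not hold were those of both active marks at pre-marked regions, of the H3K27Me3 level at unmarked regions and of the order of H3K4Me1 and H3K27Ac at 3, 12 and 24 hpi. The direction of H3K4Me1 at lost regions at 3, 12 and 24 hpi also depended on the scaling. Transient falls outnumbered rises at pre-marked regions except when scaled by background bins, and rises outnumbered falls at regions strong at any time except when scaled by bins enriched at all 5 times (1241 rises and 2032 falls). Among 3, 12 and 24 hpi, the order at 3 hpi rests on the fewest tags, with medians at unmarked regions of 13 (H3K4Me1) and 15 (H3K27Ac).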

Other observations

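The tests of copy number, of H3K27Ac at lost regions and of the heavy chain locus were chosen only after the result was seen, as were the limits that define a window at that locus.

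Libraries of H3K27Ac differed in the D segments of the immunoglobulin heavy chain locus (chromosome 12, 114685001 to 114775000). H3K27Ac at 0 and 3 hpi held 523 and 438 tags there. The other 13 libraries held 23 together, at most 4 in a single library. Of 253286 windows of 10 kb, 5 had at least 10 tags in both of these libraries and at most 2 in the other 13 together, and all 5 lay in this locus. With 0 such windows elsewhere, a difference in alignment or in the filter on unique tags is argued against, and of all 105 pairs of libraries only this pair had any. A deletion of the segment during the 48 h is argued against by H3K4Me1 and H3K27Me3 at 0 and 3 hpi, which held only 8 tags in it. A stretch of 100 kb on its telomeric side held 93 and 484 tags in these marks at 0 hpi. That stretch does not adjoin the segment, and the tags between them were not counted. These 5 windows are consistent with cells in which the locus is rearranged differently in these libraries, for example a subclone or another derivative of the line. That hypothesis was made from the same windows, and the share of such cells was not tested. Other chromosome numbers are argued against too: the largest difference of a chromosome in H3K27Ac background beyond that in the other marks was 1.03-fold. This largest difference was on chromosome X. It argues against cells of the other sex that carry another number of X chromosomes. Chromosome Y tags cannot decide on the sex of the cells. Per 1000 chromosome X tags they ranged from 3.30 to 6.66 among the 5 H3K27Ac libraries, although the mean of the earlier times over that of the later times was 1.01. If the cells differ, part of any change in H3K27Ac between 3 and 12 hpi may be a difference between cells rather than an effect of C/EBPα. A mislabelled library was not tested.

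H3K27Ac at regions later lost was already lower at 3 hpi, by a factor of 0.618 against 0.907 at pre-marked regions. Lower enrichment of the whole 3 hpi library would lower both alike, but the ratio of the factors was 0.681 (0.635 to 0.702 over chromosomes). Selection of regions that were high at 0 hpi by counting noise is also argued against as the whole cause, since with regions chosen on a random part of the tags the rest gave 0.703 (0.687 to 0.743). Both parts come from the same 0 hpi library, so an excess of these regions in that library as a whole stays open. The 0 and 3 hpi libraries both share the heavy chain tags, so that difference does not separate them. The GC content of the 3 hpi library stays open too. In bins without enrichment, tags in bins of 50 to 55% GC over those under 34% GC had a ratio of 1.3 at 3 hpi and 2.52 to 3.18 in the other 4 H3K27Ac libraries, and no correction was tested. A fall within 3 h of induction at regions active in pre-B cells is a hypothesis that needs a replicate.

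The change of the median H3K27Me3 level at unmarked regions was small and had no fixed direction, being -0.16 on the log2 scale when scaled by bins enriched at all 5 times and 0.13 when scaled by background bins. The study describes de novo enhancers as often carrying this mark in pre-B cells. It also reports that the mark fell after induction, mainly at these enhancers. That fall was read at the centre of C/EBPα sites, and no such fall was seen here in windows of 5000 bp. A loss at the regions that carried the mark could be hidden in the median. To keep selection apart from measurement, regions were chosen on a random part of the tags and measured on the rest. At the 1392 unmarked regions that this part placed inside H3K27Me3 regions at 0 hpi, the tags at 48 hpi were 114% of those at 0 hpi, against 109% (107 to 111) in bins outside H3K27Ac regions matched on their 0 hpi level. The ratio of 1.05 argues against a hidden loss over the whole window in these regions. A loss confined to the centre of the window could be missed. C/EBPα sites were not analysed here, so the study's own sites may behave differently.

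Background without enrichment moved together in the 3 marks. Over 1269 windows of 2 Mb, the log2 shift from 0 to 48 hpi had Pearson correlations across windows of 0.758 (H3K4Me1 with H3K27Ac), 0.713 (H3K4Me1 with H3K27Me3) and 0.635 (H3K27Ac with H3K27Me3). After a fit on GC content the lowest of these was 0.645, which argues against GC content as the whole cause. After a fit on the numbers of unmarked and lost regions, H3K4Me1 with H3K27Me3 kept 0.641, while the lowest of the 3, H3K27Ac with H3K27Me3, went from 0.635 to 0.535. This argues against spread around such regions as the whole cause but leaves it open as a part of it, and the shift in H3K27Ac had a correlation of 0.595 with the number of unmarked regions. A change in copy number alone would have the same size in each mark, but the standard deviation of the shift in H3K4Me1 was 2.34 times that in H3K27Me3. This argues against copy number as the whole cause but leaves it open as a part of it. Broad changes in chromatin and unequal fragmentation stay open, as neither was tested.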
